A study of Homo sapiens with 58 samples. Its data were reported in "Precise modulation of transcription factor levels identifies features underlying dosage sensitivity" (2023).

How the data were processed

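Chromatin accessibility was profiled by ATAC-seq, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters, in cranial neural crest cells (CNCCs) differentiated in vitro from H9, an established human embryonic stem cell line. In SOX9-tagged lines the endogenous transcription factor SOX9 carries an FKBP12-F36V degradation tag, so that the small molecule dTAGV-1 recruits an E3 ubiquitin ligase to it and lowers its level with the concentration applied. Clones S9CC13 and S9CC47 are independently edited SOX9-tagged lines, and wild-type (WT) cells carry no tag. A total of 58 samples was analysed: 42 SOX9-tagged samples after 48 h at 0, 0.5, 1.6, 5, 16 or 500 nM dTAGV-1, 4 WT samples after 48 h at 0 or 500 nM, and a time course of 12 samples of both genotypes with vehicle for 24 h or 500 nM dTAGV-1 for 3 h or 24 h.

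The deposited table holds counts, whole numbers of reads per regulatory element (RE) and sample with no normalization, for 151,457 REs. According to the methods of the study, the authors trimmed adapters with skewer, aligned read pairs to hg38 with bowtie2, and removed duplicates, mitochondrial reads and reads of low mapping quality. They then merged MACS2 summits across samples, kept those seen in several differentiations, extended and merged them into a single set of REs, and counted the reads of each sample in that set without pooling replicates. Because the same REs were counted in all samples, differences between samples do not depend on peak calling in single samples. The REs were chosen for reproducible signal, so regions that open in too few samples were not counted. All 151,457 REs ended within the chromosomes of the hg38 sequence used here, on 23 chromosomes. Of these REs, 123,778 spanned 501 bp as end minus start. A span of one base more than the stated extension was read as a start counted from 0, and the coordinates below were written with starts counted from 1 (hg38). Genes, exons, introns and transcription start sites were taken from GENCODE release 44, and an RE was called a promoter RE if it lay within 1,000 bp of an annotated transcription start site (32,557 REs). All 58 columns of the table were used.

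Samples were grouped by their titles, and the dosage of SOX9 as a percentage of the level without dTAGV-1 was taken from the labels (100, 77.9, 51.7, 25.8, 8.14 and 0.95 from 0 to 500 nM). Each of the 6 dose groups held 7 replicates, where a replicate is a combination of clone and differentiation batch. There were 4 replicates of S9CC13 (R6, R10, R13 and R14) and 3 of S9CC47 (R5, R6 and R8), in 6 differentiation batches. Each other group held 2 replicates. Replicates pair across groups because the titles give the same clone and differentiation name to the samples of one differentiation. For replicate S9CC13_R14, the concentration labels of the samples titled 0 and 0.5 nM are the other way round from their titles and SOX9 levels, and the titles were used. The time-course columns of one SOX9-tagged differentiation, R5, are named with clone S9CC47 although the matching titles name S9CC13. They were assigned by differentiation, treatment and time, and the clone was left unused in the time-course tests. No pair of samples agreed within sampling noise (lowest reduced chi-square 1.88 over 1,653 pairs), so no sample was counted as a duplicate.

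The total count in REs ran from 22.91 to 81.04 M counts (M, mega) per sample. The median RE held 108 counts per sample at the median over samples, and from 51 to 199 counts in single samples. Pairs of samples of a group differed by more than counting error, with a median reduced chi-square of 15.4 over 134 pairs. The spread between replicates thus exceeded counting error before any correction for batch. These pairs do not show what set the precision of the tests below, which carry a block. Intervals from counts cover counting error only.

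Counts were compared with edgeR 4.0.16 (TMM normalization, trended dispersion, quasi-likelihood F test) over all 151,457 REs with no filter, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. At 48 h each concentration was compared with 0 nM in a fit of those 14 samples with differentiation batch as covariate, as in the methods of the study, which used DESeq2. The WT comparison at 48 h used batch as covariate, and each time course used its 6 samples in a single fit with batch as covariate. Differences between the SOX9-tagged and WT effects were interaction terms in a fit of the 12 time-course samples with genotype by batch as blocks. The comparison of the clones was an interaction of clone and treatment with replicate as block. SOX9-tagged and WT cells without dTAGV-1 were compared within batches R4, R5 and R8. Standard errors of log2 fold changes were derived from the F statistic. REs past the threshold at 500 nM and 48 h are called SOX9-dependent. Rapid-down REs are SOX9-dependent REs that were lower at 48 h and also lower at 3 h, with adjustment over the SOX9-dependent REs, and delayed-down REs are the other lower ones.

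Dose-response curves were fitted per SOX9-dependent RE to TMM-scaled CPM (counts scaled to a common library total) over the 42 samples, corrected for batch by linear regression and divided by the highest value. Values with an absolute z score over 3 were removed. A straight line in SOX9 dosage was compared with a Hill curve whose ends were fixed at the means of 500 nM and 0 nM. A further parameter, a free maximum, was kept where it lowered the Akaike information criterion (AIC) by more than 2. Delta AIC is the AIC of the line minus that of the Hill curve. ED50, the SOX9 dosage at the midpoint of the fitted curve, was searched from 0.5 to 300 and the Hill exponent from 0.2 to 20. Intervals came from 100 bootstraps of replicates within each dose, with the REs held fixed. The share of the full response was computed on REs chosen without the replicate concerned. For each replicate, the REs and their directions were taken from the 500 nM fit without that replicate, the signed changes in log2(CPM + 1) from its own 0 nM sample were averaged, and the result was divided by the same mean at 500 nM. Shares were compared with the share that a straight line in SOX9 dosage gives by exact two-sided sign-flip permutation tests over the 7 replicates, whose smallest possible p is 0.0156. Principal components were taken from batch-corrected log2(CPM + 1) over all REs. Median log2 changes per condition were taken in each replicate from log2(CPM + 1) with total counts as library size. They are thus not on the same scale as the edgeR log2 fold changes.

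SOX palindromes were scanned in the hg38 sequence of each RE as the facing cores ACAAWG and CWTTGT with gaps of 0 to 10 bp. The 3 adjacent gaps with the largest excess of REs over the everted arrangement (CWTTGT before ACAAWG) were used, a rule settled after the counts per gap had been seen, and shares of REs were compared by Fisher's exact test. REs were named by a rule. It took the 3 largest decreases and 3 largest increases in log2 fold change at 500 nM and 48 h, among REs past the threshold with a mean count of at least 100 and the same direction in all 7 replicates. It also took the 2 highest and 2 lowest ED50 values among rapid-down REs with a mean count of at least 100 and an R2 of at least 0.8. Last, it took the RE over the SOX9 transcription start site, and the SOX9-dependent RE with the smallest p within each of COL2A1, COL11A1 and SOX5. Of the REs this rule picked, 2 are not reported here. Grouping, tests, naming rule and most alternatives were fixed before the data were examined. The exceptions are the rule for the palindrome gaps and its alternative, delayed-down REs as the other REs in the ED50 difference, and leaving out a replicate in the conditions with 2.

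The alternatives were DESeq2 1.42.0 without independent filtering, median-of-ratios size factors, total counts as library size, a filter on low counts, replicate as block, no block, all 42 samples in a single fit, GC-content correction, exchange of the S9CC13_R14 samples, and leaving out each replicate. Dose-response fits were repeated on the log2 scale, with other Hill forms and with other sets of REs. The count tests were tested on simulated data, with 200 of the 151,457 REs changed in counts drawn from batch means and the fitted dispersion trend of the 14 samples at 0 and 500 nM. edgeR recovered 91% of the 2-fold and 49% of the 1.5-fold changes at 7 against 7, with 6.04% false calls, and 35% of the 2-fold changes at 2 against 2 with 4.76% false calls. DESeq2 recovered 80% and 12% of the 2-fold changes at these sizes. Curves simulated with an ED50 of 20 were fitted with a median ED50 of 19.4 over 2,000 simulated REs. Curves with an ED50 of 35 were fitted with a median of 31.4 and 34.95% of them fell under 30, and curves with an ED50 of 60 gave a median of 46.6. The simulated curves had not reached their maximum at full SOX9 dosage, while the fit sets the maximum at the 0 nM mean by default. A simulated and a fitted ED50 are thus unlike quantities, most so for high values. These simulations do not show whether the fit shifts the share under 30. Analyses used R 4.3.3 and Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Expression, binding and histone data of the study were not used here.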

Results

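SOX9 dosage was titrated in CNCCs to ask how the accessibility of REs follows the level of this transcription factor. ATAC-seq counts in 151,457 REs were compared across 58 samples. The dose series held 7 samples at each of 6 concentrations of dTAGV-1 after 48 h in SOX9-tagged cells. WT cells at 48 h and the time course of both genotypes held 2 samples per group. Mean totals in the dose series ran from 38.68 ± 13.76 M counts (SD, n = 7) at 500 nM to 50.87 ± 15.61 M (SD, n = 7) at 5 nM. The 7 samples without dTAGV-1 held 45.61 ± 8.84 M counts. Totals were 66.93 ± 6.27 M (SD, n = 2) in WT cells at 48 h without dTAGV-1, and 77.56 ± 4.92 M (SD, n = 2) with 500 nM. In the time course the group means lay between 48.48 and 60.48 M. SOX9 protein is not a measurement of this assay, and the dosages given below are those of the labels.

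The first comparison asked which REs change on full depletion. At 500 nM, which leaves 0.95% of SOX9, 36,546 REs differed from 0 nM with an edgeR adjusted p-value under 0.05, of which 21,114 were lower and 15,432 higher. These SOX9-dependent REs made up 24.1% of all REs. DESeq2 called 34,667 REs in the same comparison, and 34,249 REs were past the threshold of both tools, all in the same direction. Samples of a replicate deviated together from their group means, with a mean correlation of 0.75 between 0 and 500 nM samples of the same replicate against -0.12 for other pairs, over 63,201 REs. With the replicate as block in place of the batch, 46,402 REs passed the threshold, and with no replicate block 15,104 did, which was the alternative that moved this count most. Promoter REs were 21.5% of all REs, 12.4% of the lower and 13.1% of the higher SOX9-dependent REs.

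WT cells served as the control for effects of dTAGV-1 that do not need the tag. In WT cells 459 REs passed the threshold at 500 nM for 48 h, of which 220 were lower and 239 higher. DESeq2 called 0 REs in that comparison, with 1,214 at an unadjusted p-value under 0.05. Each of the 21 pairs of SOX9-tagged replicates gave a comparison of the same size, and the number of changed REs in them had a median of 19,152 and ran from 12,267 to 37,678 with edgeR. DESeq2 gave a median of 5,695 REs over the same pairs, and from 3,543 to 13,448. Same-replicate samples of the WT comparison correlated at 0.89, and with no replicate block 0 REs passed the threshold, with 383 at an unadjusted p-value under 0.05. Of the 459 REs, 314 were SOX9-dependent, and 91 of those moved in the same direction in WT and SOX9-tagged cells. The median log2 change in WT cells was 0.02 ± 0.04 (SD, n = 2) over REs that were lower in SOX9-tagged cells at 48 h, and -0.01 ± 0.02 (SD, n = 2) over those that were higher. Whether the effect at 48 h differed between the genotypes was not tested directly.

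Intermediate concentrations were then compared with 0 nM. At 16 nM (8.14% SOX9) 24,604 REs differed, 13,815 lower and 10,789 higher. At 5 nM (25.8% SOX9) 8,052 REs differed, 6,422 lower and 1,630 higher. At 1.6 nM (51.7% SOX9) 58 REs differed, all of them lower. At 0.5 nM (77.9% SOX9) 0 REs passed the threshold, with 5,219 at an unadjusted p-value under 0.05. Every RE called at 1.6 nM, 97.1% of those at 5 nM and 83.1% of those at 16 nM were also SOX9-dependent at 500 nM, and all shared REs moved in the same direction. These comparisons share their 0 nM samples with the one at 500 nM, which can raise both the overlap and the agreement in direction. No value without shared samples was computed. Same-replicate samples correlated at 0.81 for 16 nM, 0.71 for 5 nM, 0.85 for 1.6 nM and 0.85 for 0.5 nM. With the replicate as block, 39,497 REs passed the threshold at 16 nM, 12,921 at 5 nM, 1,558 at 1.6 nM and 0 at 0.5 nM.

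**Figure D1:**
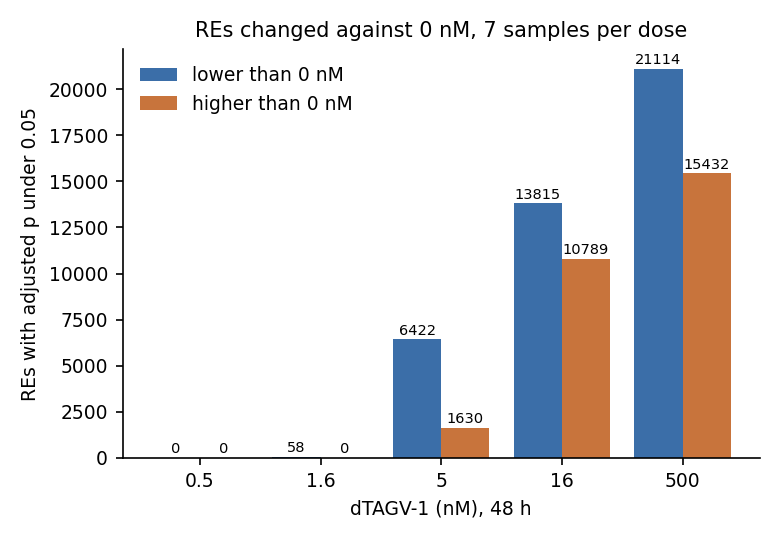
Bars give the number of REs with an edgeR adjusted p-value under 0.05 against 0 nM after 48 h (vertical axis, number of REs) at each dTAGV-1 concentration (horizontal axis, nM), split into REs lower and higher than at 0 nM, with 7 samples per dose. Lower REs rise from 0 at 0.5 nM and 58 at 1.6 nM to 21,114 at 500 nM, and higher REs from 0 to 15,432.

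To place these effects on a common scale, the share of the 500 nM change reached at each dose was computed per replicate. The share was 1.68% ± 8.52 (SD, n = 7) at 0.5 nM, where a straight line in SOX9 dosage gives 22.3%. It was 13.4% ± 7.15 (SD, n = 7) at 1.6 nM, against 48.8% on the line. At 5 nM it reached 44.1% ± 8.82 (SD, n = 7), against 74.9%, and at 16 nM 72.6% ± 15.9 (SD, n = 7), against 92.7%. All 7 replicates lay below the line at each of the 4 doses, with an exact sign-flip permutation p of 0.0156 at every dose and 0.0156 after Benjamini-Hochberg adjustment over the 4 doses. Among REs that were higher at 500 nM, the 16 nM share was 75.02% ± 22.6 (SD, n = 7), with an adjusted exact permutation p of 0.0938.

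**Figure D2:**
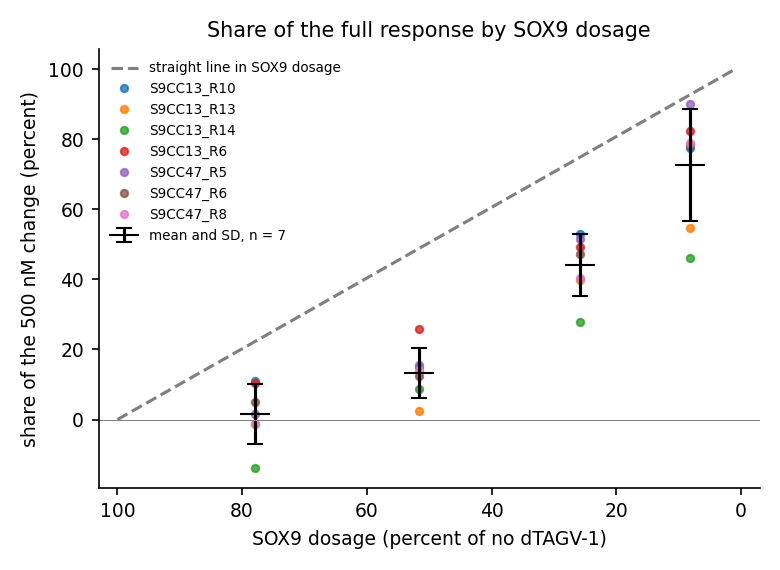
Points give the share of the 500 nM change (vertical axis, percent) in each of 7 replicates against SOX9 dosage (horizontal axis, percent of the level without dTAGV-1), with the mean and SD as black bars and the straight line in dosage as a dashed line. All points lie below the line, and the means rise from 1.68% at a dosage of 77.9 to 72.6% at 8.14.

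Curves were fitted to each of the 36,546 SOX9-dependent REs. The median delta AIC was 5.27, and 72.9% of REs had a delta AIC over 2 (95% bootstrap interval 66.6% to 81.1%). A line was favoured by more than 2 for 2.02% of REs. On the log2 scale the share over 2 was 76.8%. The median ED50 was 19.9 (interval 16.9 to 25.2), and 26,222 REs (71.8%, interval 63.1% to 76.4%) had an ED50 under 30. A further 5,531 REs (15.1%) lay from 30 to 40 and 4,793 (13.1%) above 40. Among the 6,794 REs with an absolute log2 fold change of at least 1, 46.95% had an ED50 under 30. The first principal component of all REs, which explained 38.01% of the variance, separated 0 from 500 nM. Its mean score fell from 48.6 ± 11.3 (SD, n = 7) at 0 nM to 31.2 ± 7.71 at 1.6 nM and -74.2 ± 6.46 at 500 nM. Its delta AIC was 44.6 (interval 34.3 to 68.4) with an ED50 of 19.1, and on the CPM scale its delta AIC was 13.7.

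The time course asked which REs respond soon after SOX9 loss. At 3 h of 500 nM 12,633 REs differed from vehicle, 11,252 of them lower, and at 24 h 22,160 REs differed, 15,044 of them lower. In WT cells 0 REs passed the threshold at either time, with 3,656 at an unadjusted p-value under 0.05 at 3 h and 4,642 at 24 h. Same-replicate samples correlated at 0.88 in SOX9-tagged and 0.80 in WT cells. With no replicate block 0 REs passed the threshold at 3 h in SOX9-tagged cells, with 8,306 at an unadjusted p-value under 0.05, and 969 did at 24 h. The interaction of treatment and genotype was past the threshold for 7,883 REs at 3 h, of which 98.6% had a lower effect in SOX9-tagged cells, and for 10,196 REs at 24 h, of which 93.3% did. The median changes that follow are in log2(CPM + 1) scaled by total counts. REs that were lower at 48 h had a median log2 change of -0.29 ± 0.05 (SD, n = 2) at 3 h and -0.46 ± 0.08 (SD, n = 2) at 24 h in SOX9-tagged cells. In WT cells the values were 0.05 ± 0.06 (SD, n = 2) and 0.00 ± 0.03 (SD, n = 2). REs that were higher at 48 h had median log2 changes of 0.10 ± 0.02 at 3 h and 0.29 ± 0.12 at 24 h in SOX9-tagged cells (SD, n = 2). In WT cells the same REs had 0.04 ± 0.08 at 3 h and 0.05 ± 0.03 at 24 h (SD, n = 2). The highest WT replicate at 3 h, at 0.10, lay within the SOX9-tagged values, and the difference between these medians was not tested.

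Within the 36,546 SOX9-dependent REs, 11,825 (32.4%) changed at 3 h and 89.2% of these were lower. Of the REs lower at 48 h, 52.0% were past the threshold at 3 h in either direction, against 5.46% of the REs higher at 48 h. At 24 h the shares were 69.3% and 40.9%. Of the REs past the threshold, 92.7% at 3 h and 99.7% at 24 h moved in the same direction as at 48 h. The 10,331 REs that were lower at both 3 h and 48 h formed the rapid-down class, and 10,783 delayed-down REs were lower at 48 h without being called lower at 3 h. The delayed-down REs include some that were called higher at 3 h. DESeq2 for both comparisons gave 8,936 REs changed at 3 h, of which 94.2% were lower.

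Sensitivity to dosage was compared between these classes. The median ED50 was 30.8 (interval 27.2 to 40.6) in rapid-down REs, 12.8 (interval 11.3 to 18.3) in delayed-down REs and 17.1 (interval 13.3 to 21.4) in REs that were higher at 500 nM. Rapid-down REs exceeded all other SOX9-dependent REs by 15.6 in median ED50 (interval 8.98 to 25.2). Of the rapid-down REs 47.3% had an ED50 under 30, against 85.2% of the delayed-down REs. Among REs with an absolute log2 fold change of at least 1, the median was 33.3 in 5,313 rapid-down REs and 16.3 in 1,481 others. Below that size it was 26.5 in 5,018 rapid-down REs and 15.1 in 24,734 others. In the replicate-level test at 1.6 nM, rapid-down REs had reached 17.2% ± 8.03 (SD, n = 7) of their full response and delayed-down REs 6.96% ± 9.03 (SD, n = 7). The difference of 10.2 percentage points ± 8.02 was positive in 7 of 7 replicates, with an exact sign-flip permutation p of 0.0156, the smallest that 7 replicates allow.

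**Figure D3:**
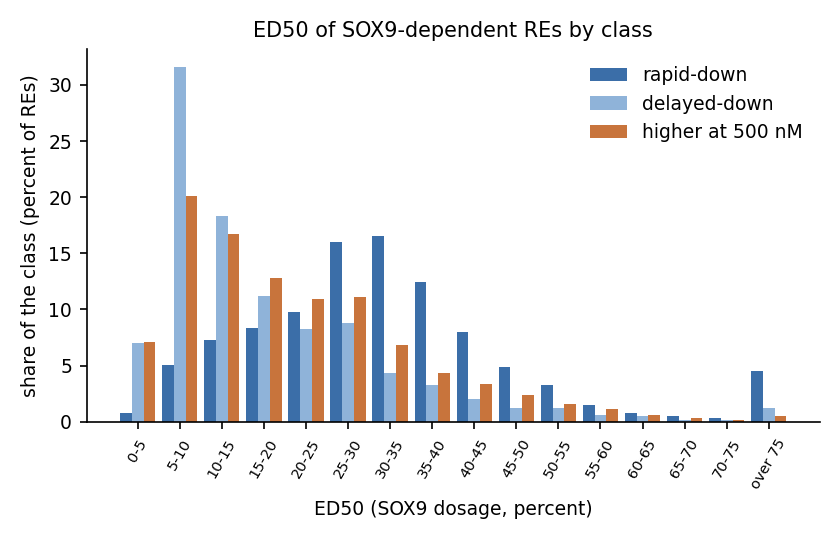
Bars give the percentage of each class of SOX9-dependent REs (vertical axis) in bins of ED50 (horizontal axis, SOX9 dosage in percent) for rapid-down, delayed-down and higher REs. The rapid-down distribution sits at higher dosages, with a median of 30.8 against 12.8 in delayed-down REs and 17.1 in higher REs.

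SOX9 can bind as a dimer to a pair of facing cores, so the spacing of SOX cores was examined in the RE sequences. Facing cores were found in 78 REs at a gap of 3 bp, in 163 at 4 bp and in 88 at 5 bp, against 45, 42 and 41 REs for the everted arrangement. A palindrome at these gaps was present in 245 of 10,331 rapid-down REs (2.37%) and in 14 of 26,215 other SOX9-dependent REs (0.0534%), a ratio of 44.4 (Fisher's exact test over REs, two-sided, p = 2.4e-115). REs are not independent replicates, and the gaps were chosen on a set that contains the rapid-down REs. Which adjacent gaps count as most enriched was settled after the data were seen: the largest excess over the everted arrangement picks gaps of 3 to 5 bp, while the highest ratio to it picks 4 to 6 bp and gives 38.6. With rapid-down REs defined by DESeq2, the ratio at 3 to 5 bp was 25.1. Counting any gap from 0 to 10 bp, which needs no choice, gave a ratio of 14.8. The share of REs with at least 1 SOX core was 77.1% in rapid-down and 49.8% in the other SOX9-dependent REs. Among 114,911 REs that were not SOX9-dependent, 0.0600% held such a palindrome.

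**Figure D4:**
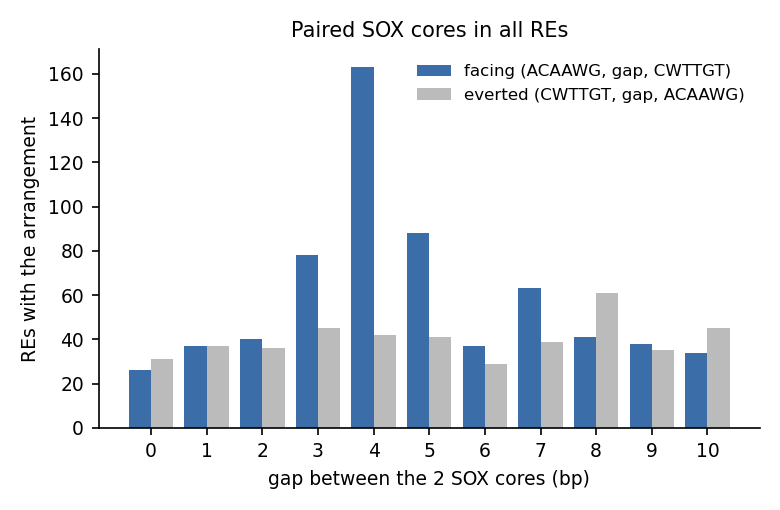
Bars give the number of REs (vertical axis) with a pair of facing or everted SOX cores at each gap (horizontal axis, bp) over all 151,457 REs. Facing pairs peak at 4 bp with 163 REs, while everted pairs stay at 61 REs or fewer at all gaps.

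Among the largest decreases at 500 nM were those of the rapid-down REs RE2 and RE3. RE2 on chromosome 6 from 161,319,140 to 161,319,640 is intergenic, 45,329 bp from the nearest start site, of AGPAT4, and changed by -5.28 (SE 0.16, edgeR adjusted p = 2.0e-17), from 20.2 ± 7.17 CPM at 0 nM to 0.545 ± 0.160 CPM at 500 nM (SD, n = 7). RE3 on chromosome 22 from 37,967,856 to 37,968,356 overlaps an untranslated region of POLR2F and lies 9,925 bp from the start site of SOX10. It changed by -5.16 (SE 0.22, adjusted p = 4.0e-15) and was also past the threshold at 1.6 nM, with a log2 fold change of -0.65 (adjusted p = 0.034). RE2 was not past the threshold at 1.6 nM, with a log2 fold change of -0.71 (edgeR adjusted p = 0.092). At 3 h these REs had already changed by -3.31 and -4.17 on the log2 scale. In WT cells at 48 h their log2 changes were 0.15 and 0.30, neither past the threshold.

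The largest increases were in intergenic REs. RE4 on chromosome 4 (130,602,070 to 130,602,570; 1,506,150 bp from the start of C4orf33) rose by 2.21 on the log2 scale (SE 0.15, adjusted p = 3.5e-11). RE5 on chromosome X (135,489,486 to 135,489,986, with INTS6L as nearest gene) rose by 2.19 (SE 0.11, adjusted p = 1.5e-13), from 2.13 ± 0.648 to 10.1 ± 4.07 CPM (SD, n = 7). RE6 on chromosome 10 (128,326,040 to 128,326,540, with MKI67 as nearest gene) rose by 2.11 (SE 0.16, adjusted p = 1.7e-10). None of these increases was past the threshold at 3 h, and their ED50 values were 9.5996, 11.4 and 14.2.

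Rapid-down REs differed widely in the shape of their response. RE7 in an intron of AOPEP (chromosome 9, 95,031,661 to 95,032,161) and RE8 in an intron of EXD3 (chromosome 9, 137,370,778 to 137,371,278) had the highest ED50, both at the limit of 300 that was searched, with intervals of 47.7 to 300 for RE7 and 40.6 to 300 for RE8. Of the 1,827 REs open to this choice 17 reached that limit, and RE7 and RE8 are the last of them in table order. A line fitted them better, with a delta AIC of -3.10 and -2.19. Their log2 fold changes at 500 nM were -1.60 (SE 0.16) and -1.60 (SE 0.13). Near the low end, the intergenic RE10 (chromosome 15, 40,081,641 to 40,082,467, nearest gene BMF) had an ED50 of 6.18 (interval 5.51 to 7.58). RE10 held 71.2 ± 4.99 CPM at 0 nM, 67.2 ± 6.25 at 5 nM, 57.3 ± 3.36 at 16 nM and 33.1 ± 1.74 at 500 nM (SD, n = 7).

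**Figure D5:**
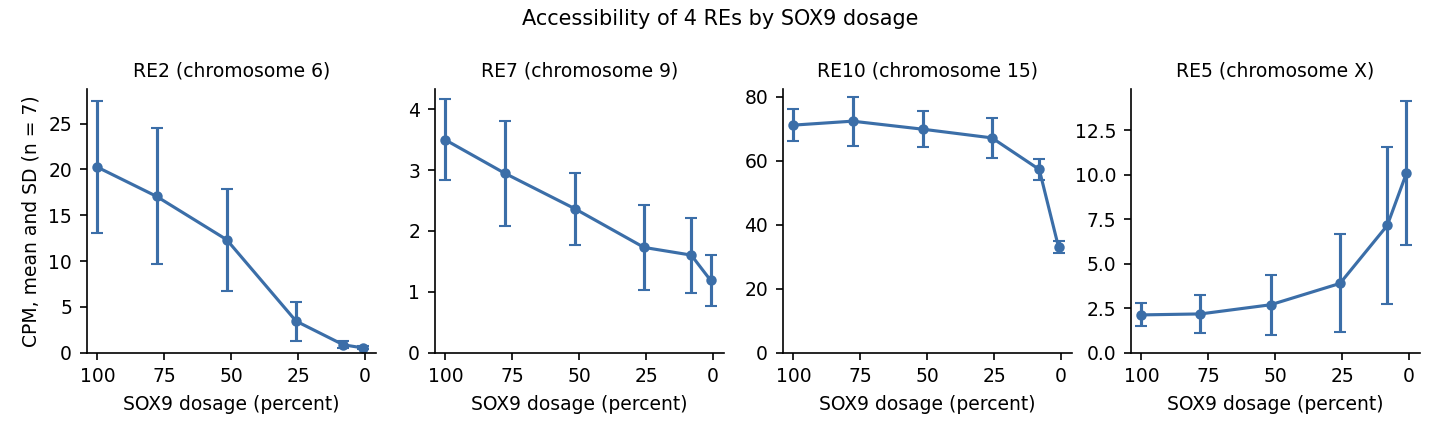
Points give CPM (vertical axis, mean and SD of 7 replicates) against SOX9 dosage (horizontal axis, percent) for RE2, RE7, RE10 and RE5. RE7 falls steadily with dosage, RE10 stays near 71.2 CPM until low dosages and ends at 33.1 CPM, and RE5 rises to 10.1 CPM.

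REs at SOX9 and at 3 genes of the cartilage program were also examined. RE11 on chromosome 17 (72,119,993 to 72,121,187) covers the SOX9 transcription start site, with an intron of SOX9-AS1 annotated there too. It held 43.5 ± 5.23 CPM at 0 nM and 49.1 ± 4.92 CPM at 500 nM (SD, n = 7), a log2 fold change of 0.16 (SE 0.05, adjusted p = 0.021), higher in all 7 replicates. RE12 in an intron of COL2A1 (chromosome 12, 47,988,324 to 47,988,824) changed by -1.07 (SE 0.09, adjusted p = 8.5e-10) and RE14 in an intron of SOX5 (chromosome 12, 24,020,504 to 24,021,004) by -2.86 (SE 0.18, adjusted p = 4.2e-12). RE13 in an intron of COL11A1 (chromosome 1, 102,937,447 to 102,937,947), with a mean count of only 40.6, changed by -0.96 (SE 0.21, adjusted p = 0.0013), lower in 6 of 7 replicates. COL2A1 held 6 REs, of which 5 were SOX9-dependent and lower, and COL11A1 held 9, of which 2 were. Of 48 REs in SOX5, 17 were lower and 3 higher.

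The clones were compared to ask whether the response depends on the line. The interaction of clone and treatment at 500 nM was past the threshold for 0 REs, with 9,773 at an unadjusted p-value under 0.05, over 4 replicates of S9CC13 and 3 of S9CC47. Only differentiation R6 held both clones, so this test cannot tell the line apart from the differentiation. Without dTAGV-1, 1,439 REs differed between SOX9-tagged and WT cells within 3 batches, of which 650 were lower and 789 higher in SOX9-tagged cells. DESeq2 called 662 REs, 375 lower and 287 higher, so the balance of directions depends on the tool, and with no replicate block 0 passed the threshold, with 1,872 at an unadjusted p-value under 0.05. Samples of the same batch correlated at 0.84 in this comparison. Of the 1,439 REs, 1,053 (73.2%) were also SOX9-dependent, and 82.1% of those differed in the direction of the 500 nM effect.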

Values the study reported

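The study reported 151,457 REs in its accessibility analysis. For the controls at 500 nM dTAGV-1, it reported 0 changed REs in WT cells and 6,169 from a matched number of SOX9-tagged replicates. It reported 35,713 SOX9-dependent REs at 48 h, 20,346 of them with lower and 15,367 with higher accessibility. The median delta AIC it gave was 5.2, with 73.9% of SOX9-dependent REs above 2. It reported an ED50 under 30 for 26,026 REs (73%), from 30 to 40 for 5,276 REs (14%) and over 40 for 4,411 REs (13%). At 3 h it reported 9,279 REs with a significant change, of which 96.3% were decreases.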

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

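The tests of GC content, library depth and counting noise below were chosen before their results were seen.

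The response to dTAGV-1 in the time course differed between SOX9-tagged and WT cells, tested as an interaction, for 7,883 REs at 3 h and 10,196 REs at 24 h, with 2 samples per group. Of these, 98.6% at 3 h and 93.3% at 24 h had a lower effect in SOX9-tagged cells. DESeq2 gave 6,242 and 8,100 REs. Correction for the GC content of the REs gave 7,645 REs at 3 h and 11,194 at 24 h, and thinning the 12 libraries to the lowest library depth gave 7,587 and 9,608. All 4 values are within 1.5 times the original counts, so neither GC content nor depth accounts for the number of REs. Whether the same REs passed the threshold after these corrections was not tested. With 2 samples per group and no replicate block, 684 and 1,587 REs passed the threshold. Other splits of the samples were not tested for these interactions, so the number of REs that such splits would give is not known. A response that needs the tag on SOX9, as the design intends, would give such results. That remains a hypothesis tested on these data alone, by an interaction fixed as a test before the data were examined.

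In replicate S9CC47_R8 the total counts lay far from the other 6 replicates at 3 doses. They were 64.8 M at 0 nM (others 39.2 to 46.9), 62.5 M at 0.5 nM (others 40.4 to 46.3) and 67.3 M at 1.6 nM (others 31.6 to 46.5). Totals of this replicate were 75.6, 65.5 and 64.1 M at 5, 16 and 500 nM, the highest at each of these doses too, so the replicate as a whole held more counts. Thinning all libraries to the lowest depth left 32,539 REs changed at 500 nM. No biological explanation was tested for these totals.

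The CPM of RE6 at 0 nM was 2.73 in replicate S9CC47_R5, far from the other 6 replicates, the highest of which held 1.36. The sample had 130 counts in this RE. Counting noise gives a lower 95% Poisson bound of 2.28 CPM, above the next replicate. This says little about the cause, since replicates differed by more than counting noise in general. S9CC47_R5 also held the highest CPM of RE6 at 500 nM (10.9, next 7.56), so the difference was not confined to the 0 nM sample. No biological explanation was tested. An outlying sample was found in 4 of 50 groups tested, where 2.5 are expected by chance, and 3 of the 4 are totals of a single replicate.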

How the results depend on the processing

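Among 498 alternative values of 50 results, no result with a direction test reversed, but the balance of lower and higher REs did in 3 comparisons, given below. Values near 0 changed sign within 1 SD: the 0.5 nM share on the CPM scale (-2.08%), and the WT medians of higher REs at 3 h (-0.02 to 0.10) and 48 h (-0.02 to 0.01) and of lower REs at 24 h (-0.02 to 0.02) and 48 h (-0.01 to 0.05), over the replicates. Of the values for comparisons, 197 stayed within the limits set for a change, 42 moved and 1 lost its side of the threshold. Of the values for named REs and for the conditions with 2 replicates, 256 stayed and 2 became weaker, both of named REs with no replicate block. The cause was not tested for any of the changes below, except where a value is given.

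The block moved many counts of changed REs. With no replicate block, 15,104 REs changed at 500 nM, 7,717 at 16 nM, 2,145 at 5 nM and 0 at 1.6 nM (1,683 at an unadjusted p-value under 0.05). In the time course 0 REs changed at 3 h (8,306 unadjusted) and 969 at 24 h, and the interactions fell to 684 at 3 h and 1,587 at 24 h. The WT comparison at 48 h gave 0 REs (383 unadjusted) and the comparison of SOX9-tagged with WT cells 0 (1,872 unadjusted). With the replicate block in place of the batch, 39,497 REs changed at 16 nM, 12,921 at 5 nM and 1,558 at 1.6 nM, where samples of a replicate correlated at 0.81, 0.71 and 0.85. The same block gave 46,402 REs at 500 nM, with a correlation of 0.75, and 0 at 0.5 nM (13,787 unadjusted), with one of 0.85.

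DESeq2 gave 358 REs at 1.6 nM, 13,283 at 24 h, 662 between SOX9-tagged and WT cells (375 lower and 287 higher, against 650 and 789 with edgeR), 0 in WT cells at 48 h (1,214 unadjusted), and a median of 5,695 over pairs of SOX9-tagged replicates. At 500 nM and 16 nM it gave 34,667 and 23,667 REs. The 1.6 nM count was 18 in a single fit of all 42 samples and 33 with total counts as library size. Total counts as library size left 38,783 REs at 500 nM, but 19,158 lower and 19,625 higher, and 26,159 at 16 nM, with 11,834 lower and 14,325 higher, so the excess of lower REs at these doses was not seen under this scaling. At 24 h in WT cells 301 REs changed when only the 4 samples compared were fitted, 283 of them lower and 18 higher. At 1% FDR 24,399 REs changed at 500 nM.

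Across the 7 fits that each left out a replicate, the count ran from 30,219 to 40,009 at 500 nM, 17,513 to 33,526 at 16 nM, 5,257 to 17,338 at 5 nM, 0 to 978 at 1.6 nM and 0 to 995 at 0.5 nM. Of these, 17,338 came without S9CC47_R6, with 10,528 lower and 6,810 higher, against 6,422 and 1,630 with all replicates. With the replicate block the 5 nM split was 8,697 lower and 4,224 higher, and with no block 2,123 and 22. The excess of lower REs at 5 nM thus varied in size across these fits. The fits with 0 REs had from 6,161 to 7,526 unadjusted at 1.6 nM and from 3,080 to 12,178 at 0.5 nM. The clone interaction ran from 0 to 274 (from 6,817 to 8,576 unadjusted in the fits with 0). The 274 came without S9CC47_R5, with 59 lower and 215 higher. Without S9CC13_R6, which leaves no differentiation with both clones, the interaction gave 204, with 187 lower and 17 higher. The calls of these fits thus leaned in opposite directions. The comparison of SOX9-tagged with WT cells ran from 896 to 3,891 over 3 fits, with 754 lower and 452 higher without R8. The share with a delta AIC over 2 ran from 68.3% to 75.7%, the share with an ED50 under 30 from 68.7% to 74.7%, and the ED50 difference of rapid-down REs from 14.04 to 16.4. Shares of the full response ran from 0.114% to 4.26% at 0.5 nM, 11.3% to 15.2% at 1.6 nM, 42.7% to 46.8% at 5 nM and 69.7% to 77.0% at 16 nM. Rapid-down minus delayed-down REs at 1.6 nM ran from 7.49 to 11.3.

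The log2 scale raised the share with a delta AIC over 2 to 76.8%. Only REs with an absolute log2 fold change of at least 1 had an ED50 under 30 in 46.95%. The 16 nM share was 75.02% for higher REs only, with an adjusted exact permutation p of 0.0938, against a range of 0.0156 to 0.0938 over its alternatives with 7 replicates. The delta AIC of the first principal component was 13.7 on the CPM scale. Among alternatives chosen after seeing the data, delayed-down REs as the other REs gave an ED50 difference of 18.1, and the other rule for the gaps a palindrome ratio of 38.6. With 2 samples per group, edgeR recovered 35% of simulated 2-fold changes, which limits the WT comparison at 48 h. That simulation fitted 4 samples with 200 changed REs. Recovery in the time-course fits, with 6 samples for each genotype, was not simulated, and 2 samples per group limit them too.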

Other observations

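The tests chosen only after the result was seen were all splits of samples except those at 1.6 nM, the straight-line simulation and the comparison of the R6 clones, while the GC corrections at 500 nM and the exchange of the S9CC13_R14 samples were planned as alternatives but turned into tests of an explanation after their values were seen. For the tests of the everted arrangement, of the WT libraries and of the odd 5 nM sample, related values had been seen before they were run.

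Other splits of the samples were drawn by exchanging the treated and untreated sample within replicates. On 10,000 REs drawn at random, 1 of the 64 splits, the real one, gave as many REs at 500 nM (2,393, highest other 437), and likewise 1 of the 64 at 16 nM (1,621, highest other 654) and 1 of the 64 at 5 nM (527, highest other 67). At 1.6 nM 1 of the 32 splits tested on all REs gave as many as the real 58, and the highest other gave 0. At 0.5 nM 64 of the 64 splits gave 0 or more REs, as the real split gave 0 (5,219 unadjusted on all REs). For the clones, 35 of the 35 splits of the 7 replicates gave as many as the real 0 (9,773 unadjusted on all REs), and the highest other gave 24. For SOX9-tagged against WT cells 1 of the 4 splits gave as many as the real 81 and the highest other gave 2, but 4 splits cannot tell this from a chance result.

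Depth at 500 nM was lower than at 0 nM. All libraries thinned to the lowest total gave 32,539 REs, and 40,261 with the replicate as block. GC correction gave 37,389 REs, and 48,818 with the replicate as block. Each is within 1.5 times its count without the correction, so neither lower library depth nor GC content accounts for the number of changed REs at 500 nM. Whether the same REs passed the threshold after these corrections was not tested.

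The count of 459 REs in WT cells differs from the count reported for the study, and so does the median of 19,152 over pairs of SOX9-tagged replicates. The tool matters for both, since DESeq2 gave 0 REs in WT cells (1,214 unadjusted) and a median of 5,695 (3,543 to 13,448) over the same pairs. The pair of S9CC13_R10 and S9CC47_R8, singled out after its value was seen, gave 6,169 REs with DESeq2 and 17,815 with edgeR. In the only other split of the 4 WT libraries that keeps batches balanced, 0 REs passed the threshold, but 2 splits cannot tell an effect of dTAGV-1 from differences between libraries unrelated to it.

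More REs passed the threshold at 500 nM with 7 replicate levels (46,402) than with 6 batch levels (36,546), and same-replicate samples correlated at 0.75. A candidate explanation is that the 2 clones of differentiation R6 do not deviate together. Without dTAGV-1 their deviations correlated at 0.155, against 0.675 for S9CC13_R6 and S9CC47_R5, the highest of the 21 pairs of replicates, which ran down to -0.763. Samples of the same replicate at 0 and 500 nM correlated at 0.588 or more. Leaving out either clone of R6 raised the count, to 40,009 and 39,791.

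The 5 nM sample of S9CC47_R6 deviated unlike the other samples of its replicate, with a mean correlation of 0.119 against at least 0.605 for the other 41 samples. It correlated at 0.335 with the closest other replicate, S9CC13_R10, more than with its own but under 0.605, the level expected of a sample of another replicate. Over distal REs the correlation with S9CC13_R10 fell to 0.0111, while that with its own replicate rose to 0.570, short of 0.618, the lowest distal value of the other samples, so lower enrichment of counts at distal REs may account for much but not all of it. Promoter REs held 54.1% of its counts. No biological explanation was tested.

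In S9CC13_R14 the share at 0.5 nM was -13.8% by title and 12.1% with the 0 and 0.5 nM samples exchanged, while the other 6 replicates ran from -1.40% to 11.1%. Those 6 had a mean of 4.26% ± 5.58 (SD, n = 6), so the exchanged value lies nearer to them than the titled one. Neither lies inside their range, and an exchange cannot be told apart from the titles.

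Noise around a straight line gave an ED50 under 30 for 17.3% of REs, against 71.8% in the measured values. Noisier fits of REs with a small change raised the share with an ED50 under 30 in large-change REs from 49.8%, when refitted with their own noise, to 53.4%. The measured shares were 46.95% in large-change and 77.4% in small-change REs, so noise may account for a small part of that difference. The everted arrangement at the same gaps had a ratio of 2.54, far below 44.4 for the facing one, and within REs of one width the facing ratio was 54.2. Sequence composition may thus account for part of the enrichment, and RE width does not. The median ED50 of rapid-down REs with a palindrome was 32.8, against 30.7 in those without. Matched on fold change, REs with a palindrome had no higher ED50. Their 32.8 lay at percentile 31.2 of 10,000 matched random sets of rapid-down REs (31.7 to 34.7). The paper, using motif matrices, reported higher sensitivity of direct targets with the full palindrome than of those with partial or no motifs. It also found the highest sensitivity among direct targets with larger effects. Matching on fold change may thus remove part of such a difference. The scan here took exact cores only, so REs counted without a palindrome may hold inexact ones. These values therefore do not decide against the paper's result.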
